A study of Mus musculus with 6 samples.

How the data were processed

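RNA was measured in 6 libraries of T cells purified from mouse spleen and activated in culture, 3 wild type and 3 Drp1 KO, with group and replicate number taken from the sample labels. Per the labels' protocols, RNA was extracted with a column kit and made into libraries with a stranded poly(A) mRNA kit. The submitters' processing notes name FastQC, STAR 2.5.2, HTSeq 0.6.1, DESeq2 1.12 and Cufflinks, and the mm10 genome, without giving their roles or order. The authors deposited 1 table of raw counts per gene symbol with a column per sample. The strand setting of the counting and the annotation release are not given in the sources used here, so reads of overlapping or antisense genes may not be separated. How reads matching several copies of a gene were treated is not given either, so paralogs such as the granzymes, MHC genes, ribosomal protein and glycolysis genes with pseudogenes, and mitochondrial genes with nuclear copies are uncertain.

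The table had 45808 rows, of which 21769 were 0 in all libraries. In 27 rows the gene symbol had been turned into a date by a spreadsheet; these rows held 0.241% of counts, stayed in library totals, and are not named. Total counts ran from 24738017 to 34730475 per library, so 3 counts, the floor used here, correspond to 0.0864 to 0.121 CPM.

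The main test was edgeR 4.0.16 in R 4.3.3, with TMM normalization (factors 0.949 to 1.03), the filterByExpr filter, and the quasi-likelihood F test of KO against wild type with 4 residual degrees of freedom and Benjamini-Hochberg adjustment. The filter kept 14209 genes holding 99.9% of counts. Fold changes are KO over wild type on the log2 scale with their standard errors (SE), and CPM values are given as mean ± SD over 3 libraries and use the TMM factors. The biological coefficient of variation was 6.13%. Gene positions are those of the GENCODE annotation of the same genome build, matched by symbol; a transcript length was found for 98.0% of tested genes.

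Gene lists, the rule for named genes, the tests and most alternatives were fixed before the data were examined. There were 44 lists with 1182 entries, of which 1179 were in the table, written from general knowledge of T cells, mitochondria, metabolism, other spleen cells and RNA quality. Each list with at least 3 tested members was tested with camera of limma 3.58.1 on log2 CPM (prior count 2), 2-sided, with a preset correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the lists. Camera with an estimated correlation, camera on ranked statistics and fry were run beside it. Some genes sit in more than 1 list.

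Genes were named by rule. Dnm1l and Myc were named whatever their result. The 6 largest rises and 6 largest falls were taken among called genes with a mean of at least 5 CPM in the higher group and all 3 KO libraries on one side of all 3 wild-type libraries, leaving out predicted gene models and pseudogenes. For each list on the subjects of the study's title (Myc targets, glycolysis, glutamine use, replication, mitosis, trafficking, naive and effector genes) the 2 members with the smallest adjusted p were named, or 4 where the list passed. For each other list with a called member, 1 was named, or 2 where the list passed. Members named as exceptions to a list's direction, the Y-linked genes, and genes in the closing section were chosen after their values were seen. The results of 1 list with its 2 named genes, and of 1 gene of the closing section, are not reported here, though all count in the totals.

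The alternatives were DESeq2 size factors and upper quartile factors in edgeR, DESeq2 1.42.0, limma-voom, no filter, a filter of 1 CPM in 3 libraries, the replicate number as a block, each replicate left out in turn, an adjusted p under 0.01, and a fold change of at least 2. Library totals alone as the scaling, a correction for GC content and transcript length by a spline with 5 degrees of freedom, and leaving out genes of chromosomes X and Y were added after seeing the data.

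The procedure was tested on simulated counts for 14028 genes with the means, depths and spread of these libraries. For the comparison of KO with wild type, edgeR recovered 44.8% of 67 genes changed by 0.3 on the log2 scale, 72.7% of 66 changed by 0.6 and 93.8% of 64 changed by 1, with 11 false calls among 149. Far more genes were called in the data, where the adjusted threshold is looser, so these shares do not carry over to them. No list passed without a simulated change (0), and 1 passed when 1 was lowered. Correlation between genes is not among the properties that the simulation took from the libraries. The list result therefore does not show how often lists of correlated genes pass without a change. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.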

Results

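Spleen T cells of mice on a C57BL/6 background, 2 months old, were stimulated in culture through CD3 and CD28 in the presence of IL-2, the main T cell growth factor, and their polyadenylated RNA was sequenced. The 6 libraries fell into 2 groups of 3: wild type, and a knockout (KO) of Drp1, the dynamin-related GTPase that divides mitochondria and is encoded by Dnm1l. The deposited table held raw counts for 45808 gene symbols. The total count was 24738017, 30261781 and 31885899 in wild-type replicates 1, 2 and 3 and 34730475, 30246418 and 32641040 in KO replicates 1, 2 and 3. No 2 libraries of a group agreed within sampling noise, with a chi-square per gene of 2.56 to 13.6, so each counted as its own sample. The labels do not say that the replicates came from separate animals or cultures, so the p-values measure only the spread between these samples, which may be technical.

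Dnm1l, the targeted gene (chromosome 16, 16312230 to 16358959, mm10), was read in every library at 116.6 to 123.2 CPM (counts scaled by library total and TMM factor) in wild type and 92.6 to 100.7 CPM in KO. Its mean was 119 ± 3.76 CPM in wild type and 95.4 ± 4.57 CPM in KO (SD, n = 3 each). The log2 fold change was -0.32 ± 0.05 (SE), with an adjusted p of 0.000728 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, a level 19.7% lower. The direction matched the labels in all 3 KO libraries. A gene-level count holds reads from exons that a deletion leaves in place, so it does not measure how much intact Dnm1l mRNA remained.

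The genotypes parted along the main axis of variation. Principal component 1 held 74.7% of the variance and placed the KO libraries above 0, up to 33.9, and the wild-type libraries at -44.9, -20.9 and -20.2. Wild-type replicate 1 stood apart from the other wild-type libraries, on the side away from the KO libraries, and also on principal component 2 (17.5, 9.25% of the variance). Its chi-square per gene was 12.2 against replicate 2 and 13.6 against replicate 3, while replicates 2 and 3 differed by 2.56.

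**Figure D1:**
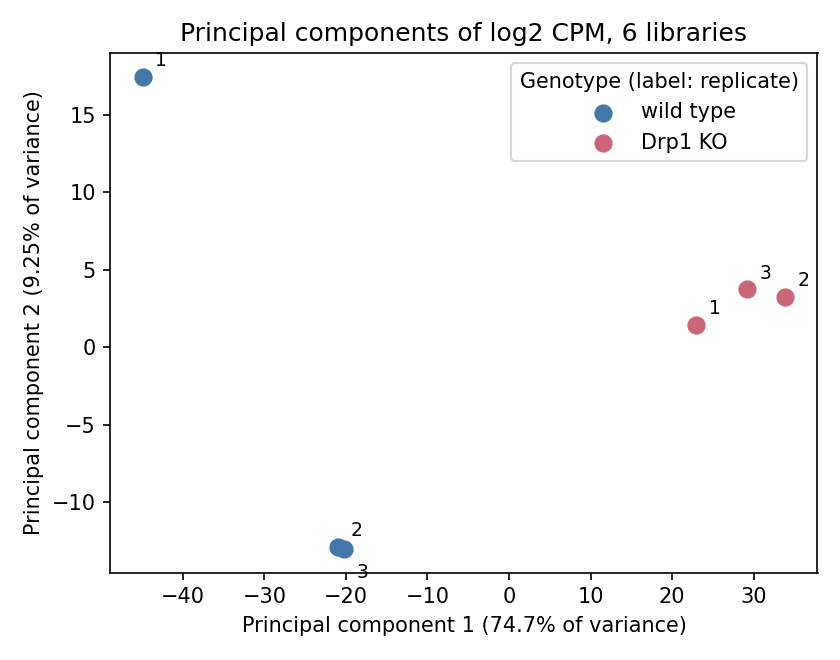
Principal components 1 (x axis) and 2 (y axis) of log2 CPM, with the share of variance of each; each point is a library, coloured by genotype and numbered by replicate. KO libraries lie above 0 on component 1, up to 33.9, and wild-type replicate 1 lies at -44.9.

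The KO libraries differed from wild type across the transcriptome, mostly by small changes. Among genes at 5 CPM or more in the higher group, Xist, the RNA that silences an X chromosome, Il17a and Ifng had some of the largest rises. Il17a and Ifng are cytokine genes. Genes that respond to low oxygen, Ndrg1 and P4ha2, were among those with the largest falls under the same limit. Genes for Myc targets and ribosome biogenesis (47 of 51) and for DNA replication (46 of 47) rose together, and genes for glycolysis (19 of 22) fell together, though no list passed with an estimated correlation between genes (adjusted p = 0.403 for these 3). The edgeR quasi-likelihood test called 7513 of 14209 tested genes at a Benjamini-Hochberg adjusted p under 0.05, 3800 higher and 3713 lower in KO. Of the called genes, 70.2% changed by less than 1.5-fold, and the median size of a called change was 0.41 on the log2 scale. A change of at least 2-fold was found for 650 called genes, 344 higher and 306 lower. With library totals alone as the scaling, 62.0% of calls were higher, against 50.6% with the normalization used here. Without wild-type replicate 1 the count was 7534, and without genes of chromosomes X and Y it was 7285.

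Among genes at 5 CPM or more in the higher group, the largest rise was that of Xist (chromosome X, 103460366 to 103483254). It had 0 to 3 counts in each wild-type library, 4 in all, and 12950 to 16862 in each KO library. The ratio of Xist counts at equal depth was 9914, with a 95% interval of 3872 to 36389 that covers counting error only. Il17a (chromosome 1, 20730905 to 20734496), which encodes the cytokine IL-17A, rose from 0.967 ± 0.372 to 12.1 ± 2.91 CPM (log2 3.61 ± 0.25). Ifng (chromosome 10, 118441046 to 118445892), encoding interferon gamma, rose from 104 ± 34.5 to 474 ± 62.1 CPM (log2 2.18 ± 0.21). Alox5, the 5-lipoxygenase of leukotriene synthesis (log2 2.24 ± 0.18), Pf4, a platelet chemokine (log2 2.06 ± 0.20), and Gzmd, a granzyme (log2 2.05 ± 0.19), completed the 6 largest rises. The largest fall was that of Slc15a2, a peptide transporter (chromosome 16, 36750177 to 36784962), from 9.77 ± 1.38 to 1.47 ± 0.18 CPM (log2 -2.73 ± 0.15). Next were Smtnl2 (log2 -2.25 ± 0.20), Gipr (log2 -1.96 ± 0.15), Ndrg1 (log2 -1.88 ± 0.15), P4ha2, a collagen prolyl hydroxylase (log2 -1.87 ± 0.16), and Muc2 (log2 -1.86 ± 0.16). Adjusted p-values of these 12 genes by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment ran from 1.45e-11 for Xist to 4.79e-05. Gzmd lies in a cluster of similar granzyme genes, so its reads may be shared with them.

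**Figure D2:**
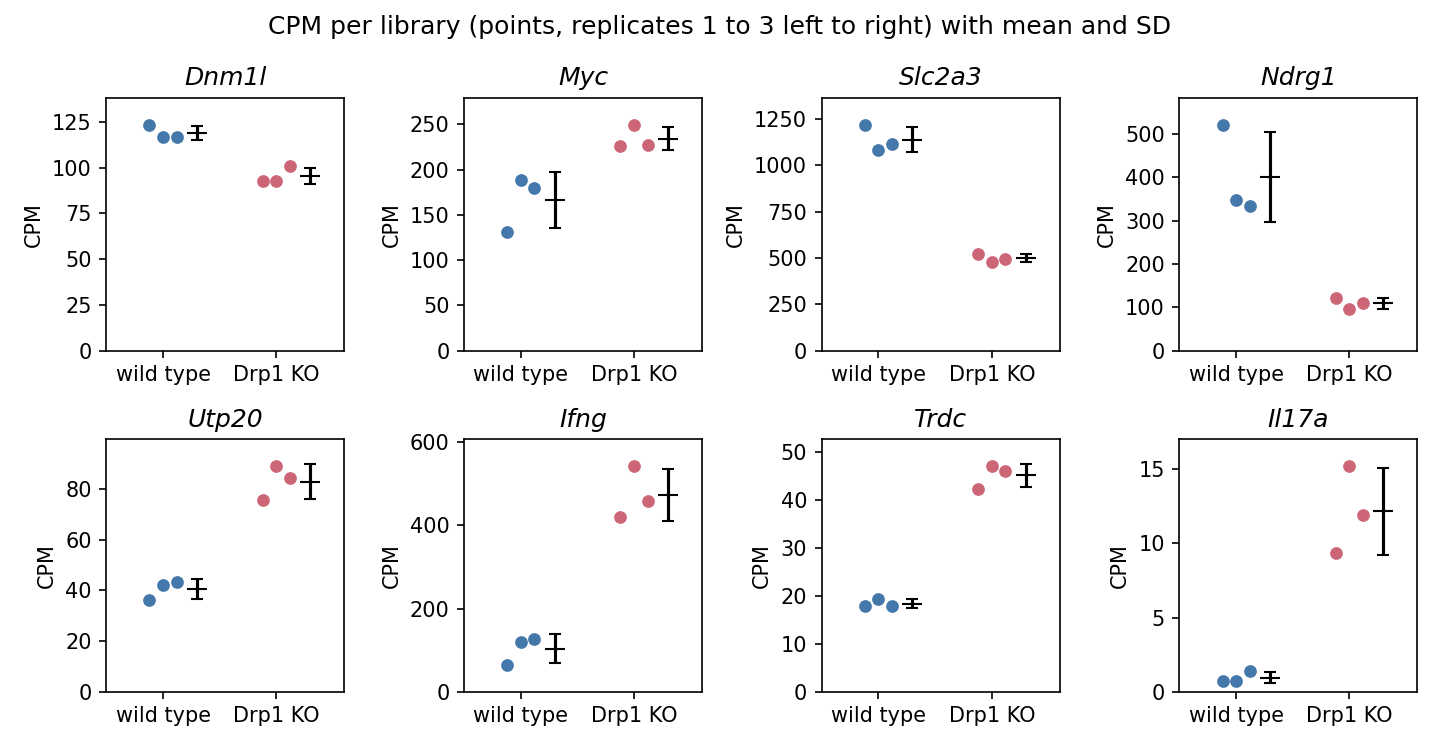
CPM (y axis, from 0) of 8 genes in each library, by genotype (x axis); points are libraries, and bars show the mean and SD of 3 libraries. Ifng averages 104 CPM in wild type and 474 CPM in KO, and Dnm1l 119 and 95.4 CPM.

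The study's title concerns metabolism under the control of the transcription factor Myc, among other processes. Myc itself (chromosome 15, 61985391 to 61990374) was higher in KO, at 167 ± 30.5 CPM in wild type and 234 ± 13.0 CPM in KO (log2 0.49 ± 0.11, adjusted p = 0.00397, edgeR quasi-likelihood with Benjamini-Hochberg adjustment). Wild-type replicate 1 was lowest, at 132 CPM, and without it the log2 fold change of Myc was 0.35. Of 51 Myc target and ribosome biogenesis genes, 47 rose, 1 fell and 3 did not pass, with the same counts adjusted over the list alone. Examples are Utp20, a processing factor of ribosomal RNA (log2 1.03 ± 0.08), Noc4l, a nucleolar protein (log2 0.75 ± 0.07), Hspd1, the mitochondrial chaperonin (log2 0.79 ± 0.07), and Srm, spermidine synthase (log2 0.94 ± 0.08). The member that fell was Npm1, a nucleolar chaperone (log2 -0.28 ± 0.06). The list's median log2 fold change was 0.72, and its camera adjusted p was 3.29e-13 (adjusted p = 0.403 with an estimated correlation). Wild-type replicate 1 was lowest on this list, and without it the median was 0.62. Cytosolic ribosomal protein genes went the other way: 76 of 78 fell, 0 rose and 2 did not pass, among them Fau (log2 -0.56 ± 0.06) and Rpl13a (log2 -0.39 ± 0.05). Their median was -0.30, or -0.22 with library totals alone as the scaling, and their camera adjusted p was 3.15e-15 (adjusted p = 0.403 with an estimated correlation). Ribosomal protein genes have many processed pseudogenes that can share reads with them.

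Most glycolysis genes fell in KO. Of 22 genes for glycolysis and lactate export, 19 fell, 1 rose and 2 did not pass, with the same counts adjusted over the list alone. Slc2a3, a glucose transporter, fell from 1139.6 ± 69.4 to 499 ± 22.5 CPM (log2 -1.19 ± 0.05). The aldolases Aldoc (log2 -0.95 ± 0.06) and Aldoa (log2 -0.72 ± 0.06) and the glucose phosphate isomerase Gpi1 (log2 -0.74 ± 0.05) fell too. The gene that rose was Slc16a1, a lactate and pyruvate transporter (log2 0.31 ± 0.06). The median was -0.54 and the camera adjusted p 1.60e-07 (adjusted p = 0.403 with an estimated correlation). Hypoxia and HIF1 target genes moved the same way: 20 of 21 fell, 1 rose and 0 did not pass, with a median of -0.87 and a camera adjusted p of 1.29e-08 (adjusted p = 0.403 with an estimated correlation). Egln1 (log2 -1.13 ± 0.08) and Egln3 (log2 -0.70 ± 0.04), the oxygen-sensing prolyl hydroxylases induced by HIF1, fell, and the member that rose was Hif1a (log2 0.32 ± 0.06), which encodes the factor itself. Wild-type replicate 1 was the highest library on both lists, and without it the medians were -0.49 for glycolysis and -0.78 for hypoxia. Of 18 genes for glutamine use, amino acid uptake and polyamine synthesis, 12 rose, 3 fell and 3 did not pass, with the smallest adjusted p for Srm and for Odc1, ornithine decarboxylase (log2 0.38 ± 0.05). That list had a median of 0.24 and did not pass (camera adjusted p = 0.0712), but passed without wild-type replicate 1 (0.0426).

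In the lists on mitochondrial protein synthesis, respiration and the TCA cycle more members rose than fell. In the list on autophagy, which holds general autophagy genes as well as genes for autophagy of mitochondria, more fell. Mitochondrial ribosome genes had 50 of 76 members higher and 5 lower, with 21 not passing (median 0.25), among them Mrpl3 (log2 0.65 ± 0.07) and Mrpl36 (log2 0.57 ± 0.06). The camera adjusted p of that list was 6.17e-07 (adjusted p = 0.403 with an estimated correlation). Of 75 nuclear-encoded respiratory chain and ATP synthase genes, 39 rose, 6 fell and 30 did not pass (median 0.15, camera adjusted p = 0.00172, adjusted p = 0.427 with an estimated correlation). Cycs, cytochrome c, rose (log2 0.71 ± 0.07), and the complex I subunit gene Ndufv3 fell (log2 -0.73 ± 0.08). In the TCA cycle list 15 of 25 rose, 2 fell and 8 did not pass (median 0.20, camera adjusted p = 0.00172, adjusted p = 0.410 with an estimated correlation), with Idh3a, an isocitrate dehydrogenase subunit (log2 0.77 ± 0.07), and Dlat, of the pyruvate dehydrogenase complex (log2 0.52 ± 0.06), as examples. Mitophagy and autophagy genes fell in 14 of 23 cases, rose in 0 and did not pass in 9 (median -0.47, camera adjusted p = 0.000829, adjusted p = 0.403 with an estimated correlation), including the mitophagy receptor Bnip3 (184 ± 20.2 to 92.3 ± 1.91 CPM) and Calcoco1 (log2 -0.96 ± 0.09). Bnip3 is also a member of the hypoxia list. Wild-type replicate 1 was highest on the mitophagy list too, and without it the median was -0.39.

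The fission list, to which Dnm1l belongs, had 5 members higher, 3 lower and 4 not passing among 12 (median 0.04, camera adjusted p = 0.726). Fusion and cristae genes had 8 of 14 higher, 1 lower and 5 not passing, with Stoml2 (log2 0.48 ± 0.05) and Samm50 (log2 0.45 ± 0.05) rising. Mitochondrial biogenesis and mtDNA genes had 9 of 16 higher, 1 lower and 6 not passing, with Pprc1, a coactivator of the PGC-1 family (log2 0.71 ± 0.08), and Top1mt (log2 0.57 ± 0.10) rising. Of 7 mitochondrially encoded genes tested, 5 rose, 1 fell and 1 did not pass, with mt-Nd4 (log2 1.05 ± 0.08) and mt-Nd2 (log2 0.86 ± 0.07) rising and mt-Co1 falling (log2 -0.30 ± 0.06). Nuclear copies of mitochondrial DNA can share reads with these genes. The list held 13 genes, and why the others did not pass the expression filter was not tested. The mitochondrial share of counts was 1.22% to 1.27% in wild-type libraries and 1.30% to 1.36% in KO libraries. The rise of most listed genes was therefore not matched by a rise of similar size in total mitochondrial RNA. The camera adjusted p was 0.0399 for fusion, 0.0473 for biogenesis and 0.0472 for encoded genes (adjusted p = 0.403 with an estimated correlation for each). Each of these 3 lists lost its call with a library left out: without wild-type replicate 2 the values were 0.0522, 0.0738 and 0.0522, without wild-type replicate 3 they were 0.0845, 0.0678 and 0.0834, and without KO replicate 3 biogenesis stood at 0.0539. The filter of 1 CPM in 3 libraries (0.0512, 0.0579 and 0.0551) and the GC and length correction (0.0824, 0.0707 and 0.0732) ended the calls as well. The medians of the 3 lists were 0.24, 0.21 and 0.71, and in these settings 0.18 to 0.25, 0.15 to 0.22 and 0.71 to 0.76.

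**Figure D3:**
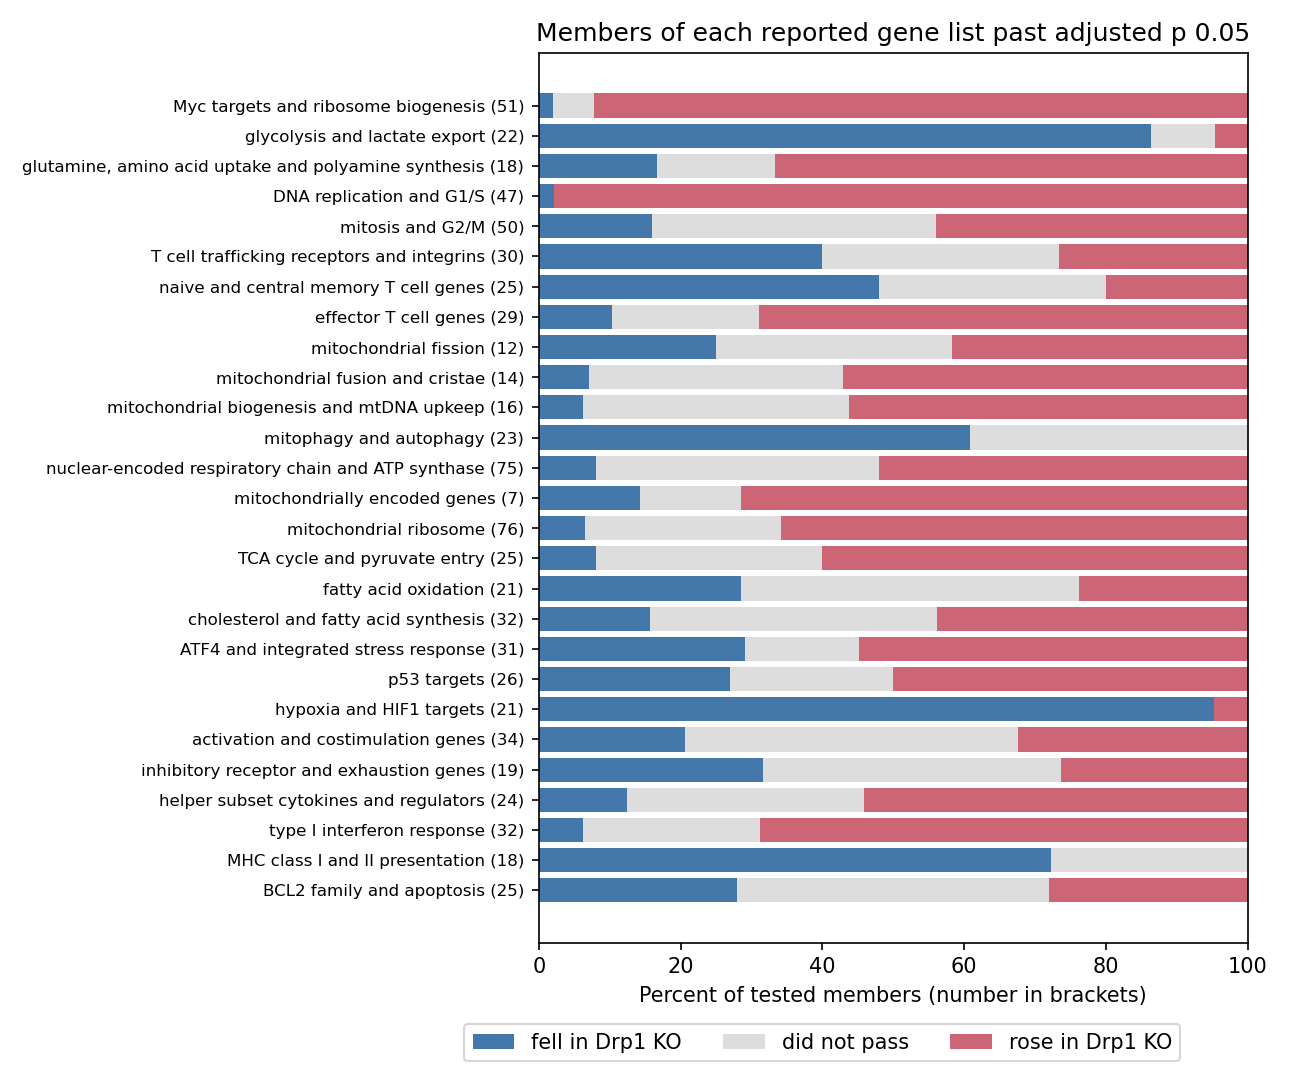
Share of tested members (x axis, percent) of each reported gene list on growth, metabolism, mitochondria and T cell state (y axis, number tested in brackets) that fell, did not pass or rose at an edgeR adjusted p under 0.05. DNA replication has 46 of 47 members higher, and hypoxia 20 of 21 lower.

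Proliferation is another subject of the study's title, and there the replication genes rose nearly as a whole. Of 47 DNA replication and G1/S genes, 46 rose, 1 fell and 0 did not pass, with the same counts adjusted over the list alone. Dut (log2 0.61 ± 0.05), Tyms (log2 0.72 ± 0.07) and Tk1 (log2 0.52 ± 0.06), enzymes of thymidine nucleotide supply, rose, as did Orc1, of the origin recognition complex (log2 0.85 ± 0.09). The member that fell was E2f2, a cell cycle transcription factor (log2 -0.53 ± 0.06). The median was 0.45 and the camera adjusted p 1.49e-11 (adjusted p = 0.403 with an estimated correlation); wild-type replicate 1 was lowest, and without it the median was 0.38. Mitosis genes were mixed: of 50, 22 rose, 8 fell and 20 did not pass (23 and 8 adjusted over the list alone). Mybl2 (log2 0.70 ± 0.08) and Plk1, a mitotic kinase (log2 0.49 ± 0.07), rose, the median was 0.12, and the list did not pass (camera adjusted p = 0.0612, adjusted p = 0.653 with an estimated correlation). Without KO replicate 1 it did (0.0164).

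Trafficking genes moved both ways. Of 30 trafficking receptor and integrin genes, 12 fell, 8 rose and 10 did not pass, with the same counts adjusted over the list alone. Cxcr4, the receptor for CXCL12, fell from 78.8 ± 17.6 to 31.7 ± 2.04 CPM (log2 -1.31 ± 0.13), and the sphingosine phosphate receptor S1pr4 fell (log2 -0.56 ± 0.06). The list's median was -0.14, and its camera adjusted p of 0.122 did not pass.

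Most effector genes rose in the KO cultures. Of 29 tested, 20 rose, 3 fell and 6 did not pass (20 and 4 adjusted over the list alone). Serpinb9, an inhibitor of granzyme B (log2 0.83 ± 0.05), the granzymes Gzmc (log2 1.31 ± 0.08) and Gzmd, and Fasl, the death ligand (log2 0.84 ± 0.07), rose, and the 3 that fell were Gzmk, Prdm1 and Bhlhe40. The median was 0.57 and the camera adjusted p 0.000243 (adjusted p = 0.403 with an estimated correlation), and without wild-type replicate 1, the lowest library, the median was 0.51. Gamma-delta T cell genes rose in the same libraries: of 9 gamma-delta and NKT markers 7 rose, 1 fell and 1 did not pass (median 1.24, camera adjusted p = 0.00339, adjusted p = 0.403 with an estimated correlation). Trdc, the constant region of the delta chain, went from 18.4 ± 0.941 to 45.2 ± 2.44 CPM (log2 1.30 ± 0.07), and Tcrg-C1 of the gamma chain had a log2 rise of 1.52 ± 0.12. Of 24 helper subset genes, 13 rose, 3 fell and 8 did not pass (median 0.37), with Il17a and Il1rl1, the IL-33 receptor (log2 1.32 ± 0.12), as examples. The camera adjusted p was 0.0272 (adjusted p = 0.403 with an estimated correlation), and 0.161, with a median of 0.16, when genes had to exceed 1 CPM in 3 libraries, so part of the shift rests on genes at low levels. Naive and central memory genes fell in 12 of 25 cases, rose in 5 and did not pass in 8 (6 and 12 higher and lower adjusted over the list alone). Nsg2 (log2 -0.90 ± 0.06) and Igfbp4 (log2 -0.68 ± 0.07) fell, and the list did not pass (median -0.05, camera adjusted p = 0.109).

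**Figure D4:**
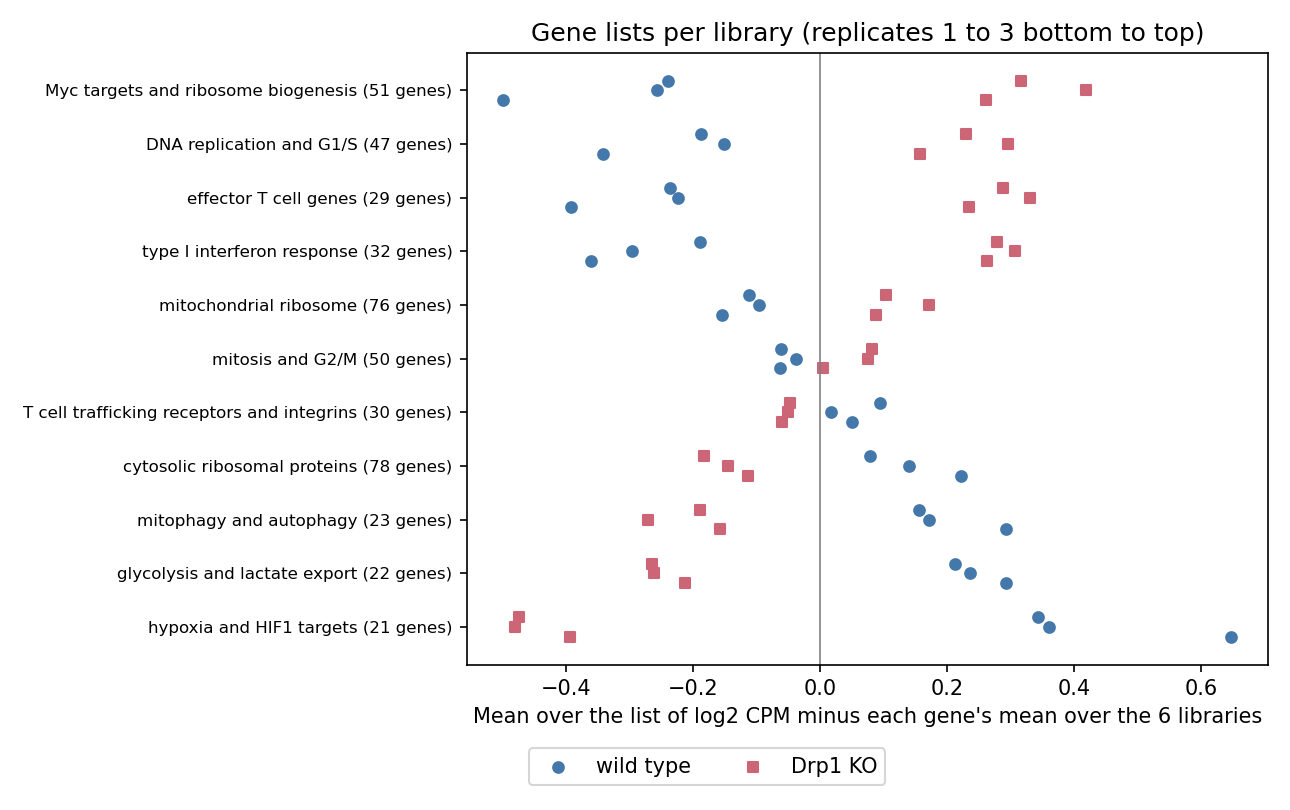
Mean over each gene list of log2 CPM minus the gene's mean over all libraries (x axis), per library, for 11 lists (y axis, number of genes in brackets); circles are wild type and squares KO. On the hypoxia list wild-type replicate 1 lies at 0.65, the other wild-type libraries at 0.36 and 0.34, and KO libraries at -0.48 to -0.39.

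Most interferon response genes rose and most antigen presentation genes fell. Of 32 type I interferon response genes, 22 rose, 2 fell and 8 did not pass (median 0.51, camera adjusted p = 9.32e-05, adjusted p = 0.403 with an estimated correlation). Xaf1 rose (log2 1.70 ± 0.15), while Dhx58, a cytosolic RNA sensor, fell (log2 -1.04 ± 0.10). MHC class I and II genes fell in 13 of 18 cases, rose in 0 and did not pass in 5 (median -0.21, camera adjusted p = 0.000846, adjusted p = 0.403 with an estimated correlation), with H2-Ab1 (log2 -0.80 ± 0.07) and H2-Eb1 (log2 -0.45 ± 0.05) as examples. Reads of MHC genes can be shared among similar copies. T cell core genes fell in 12 of 18 cases, rose in 2 and did not pass in 4 (median -0.24, camera adjusted p = 0.00379, adjusted p = 0.403 with an estimated correlation), including Cd28, the costimulatory receptor (log2 -0.51 ± 0.07), and Cd3e, a chain of the T cell receptor complex (log2 -0.34 ± 0.04).

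Other lists on metabolism and stress did not pass as sets. Cholesterol and fatty acid synthesis had 14 of 32 members higher and 5 lower, with the desaturase Scd2 lower (log2 -0.40 ± 0.04, camera adjusted p of the list 0.0913). Fatty acid oxidation had 5 of 21 higher and 6 lower, with Eci2 lower (log2 -0.36 ± 0.06), and its median of -0.04 and mean of 0.01 differed in sign (camera adjusted p = 0.676). ATF4 and stress response genes had 17 of 31 higher and 9 lower, with the lipoprotein receptor Vldlr lower (log2 -1.32 ± 0.10, camera adjusted p of the list 0.109). P53 targets had 13 of 26 higher and 7 lower, with the exonuclease Aen higher (log2 0.75 ± 0.07, camera adjusted p of the list 0.275). BCL2 family and apoptosis genes had 7 of 25 higher and 7 lower, with Bmf, a proapoptotic member, lower (log2 -1.11 ± 0.13, camera adjusted p of the list 0.957). Activation and costimulation genes had 11 of 34 higher and 7 lower, with Relb, an NF-kB subunit, lower (log2 -0.32 ± 0.05, camera adjusted p of the list 0.658). Inhibitory receptor genes had 5 of 19 higher and 6 lower, with Lag3 lower (log2 -0.58 ± 0.05), and their median of -0.04 and mean of 0.01 differed in sign (camera adjusted p = 0.587). Immediate early and heat shock genes had 4 of 18 higher and 4 lower, with the chaperone Hsp90aa1 higher (log2 0.82 ± 0.07, camera adjusted p of the list 0.992). Histone genes had 4 of 13 higher and 1 lower, with H2afx higher (log2 0.70 ± 0.12, camera adjusted p of the list 0.105). The histone list passed without wild-type replicate 1 (0.0399), with no filter (0.0493) and with fry (0.0188). With fry, the lists for cholesterol and fatty acid synthesis (0.00242), ATF4 (0.00138), P53 targets (0.00168) and inhibitory receptors (0.0317) passed too.

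Markers of other cells and of sex also differed between the groups. Of 18 neutrophil and granulocyte markers 4 passed the expression filter, all genes of mast cells and basophils, and these 4 rose (median 2.16), among them Cpa3 (0.696 ± 0.222 to 3.19 ± 0.588 CPM) and Fcer1a (0.129 ± 0.029 to 0.966 ± 0.159 CPM). Of 17 erythroid and platelet markers 8 were tested, and of these 7 rose and 1 fell (median 1.45). Examples at a few CPM or less are the platelet genes Pf4 and Ppbp (log2 2.23 ± 0.22), with Ppbp at 0.428 CPM in wild type. Wild-type replicate 1 was lowest on this list, and without it the median was 1.30. The camera adjusted p was 0.00339 for the mast cell and basophil genes and 0.00645 for erythroid and platelet markers (adjusted p = 0.403 with an estimated correlation for both). Members near 0 in wild type, such as Fcer1a, passed the expression filter through the KO libraries, so the filter favours rises in these lists. Both lists kept their preset-correlation call with no filter. B cell markers had 3 of 20 higher and 5 lower, with Ighd lower (log2 -0.68 ± 0.08, camera adjusted p of the list 0.121). Dendritic cell markers had 2 of 12 higher and 6 lower, with H2-Ab1 lower (camera adjusted p of the list 0.292). Monocyte and macrophage markers had 3 of 8 higher and 3 lower, with Ccr2 higher (log2 0.87 ± 0.11, camera adjusted p of the list 0.868). Plasma cell markers had 3 of 7 higher and 2 lower, with Fkbp11 higher (log2 0.79 ± 0.13, camera adjusted p of the list 0.868), and NK cell markers 6 of 12 higher and 1 lower, with Gzma higher (log2 0.61 ± 0.10, camera adjusted p of the list 0.203). Stromal and endothelial markers had 0 of 5 higher and 2 lower, with Vim lower (log2 -0.26 ± 0.04, camera adjusted p of the list 0.292). CD4 markers had 2 of 7 higher and 3 lower, with Cd4 at 434 ± 7.84 CPM in wild type and 337 ± 18.3 CPM in KO (log2 -0.36 ± 0.05, camera adjusted p of the list 0.323). CD8 markers had 4 of 10 higher and 3 lower, with Gzmb higher (log2 0.59 ± 0.06, camera adjusted p of the list 0.698).

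The sex-linked list held Xist, which rose, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, which fell. The KO means of the Y-linked genes were 60.6%, 67.0%, 73.2% and 54.3% of the wild-type means. Wild-type libraries thus held Y-linked RNA with next to no Xist, and each KO library held both. The median of the list was -0.58, its mean 2.09, and its camera adjusted p 0.166. Sex makeup may thus have differed along with the genotype, and this holds beside every gene group above.

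Among the 44 gene lists, 20 passed with a preset correlation of 0.01 between genes, 14 higher and 6 lower, and 0 of the camera tests passed with an estimated correlation, where 2 lists had an unadjusted p under 0.05. In 19 of the 20 lists that passed with the preset correlation, wild-type replicate 1 was the wild-type library farthest from the KO mean. The self-contained test fry, which does not compare a list with other genes, called 35 for a shift in 1 direction and 44 for change in either direction, and camera on ranks called 23. Adjusted over the list alone, the counts of higher and of lower members differed from those over all genes by at most 1 in each of the 44 lists.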

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

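Library totals alone, the GC and length correction and leaving out chromosomes X and Y were chosen after seeing the data; the other settings were planned. All 84 genes compared, Dnm1l included, kept their direction and side of the threshold of 0.05 in all 1342 comparisons. These comparisons used another normalization, tool, filter, design, correction or choice of libraries or chromosomes. The stricter thresholds were applied only to the count of genes. Most of the 84 genes were named for large changes or small adjusted p in the main test, so they were likely to keep their calls. Of all genes called in the main test, 78.8% were called again in the same direction without KO replicate 2, the lowest share. The highest share was 99.0%, with limma-voom. The number of called genes ran from 5985 (without KO replicate 2) to 7900, except at the stricter thresholds, which give smaller counts by construction: it was 5369 at an adjusted p under 0.01, and 650 at a fold change of at least 2, with 344 higher and 306 lower. Whether the replicate numbers pair the samples was not settled. The deviations of same-numbered libraries correlated across genes by 0.17, 0.13 and 0.01. Wild-type replicates 1 and 2 correlated best with the KO library of the same number, but wild-type replicate 3 correlated best with KO replicate 2 (0.11). With the replicate number as a block 7900 genes were called.

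Of 835 comparisons of list tests, 761 kept their side of the threshold, 40 lost the call, 33 gained it and 1 reversed. Not all of the 761 kept their direction: the sex-linked list, lower in the main test, was higher with fry, without passing in either (0.166 and 0.186). With an estimated correlation the lists for Myc targets, glycolysis, DNA replication and effector genes stood at an adjusted p of 0.403 each, and 0 lists passed, against 35 with fry. The form with an estimated correlation uses the 4 residual degrees of freedom, and the preset form those of all genes. The estimated correlations also differed from the preset 0.01. They were 0.67 for Myc targets, 0.22 for glycolysis, 0.65 for DNA replication and 0.11 for effector genes. Some lists that did not pass lay below 0.01, down to -0.12 for stromal and endothelial markers. The small preset p-values thus rest on a correlation well under the estimated one for the lists named first. The glutamine list passed with DESeq2 (0.0262), limma-voom (0.0370), no filter (0.0437), fry (0.00217) and ranks (0.0329), and ranged from 0.0426 to 0.105 with 1 replicate left out. The mitosis list passed with upper quartile factors (0.0443), DESeq2 (0.0364), limma-voom (0.0346), no filter (0.0434), the replicate block (0.0425), library totals (0.0161), fry (0.0332) and ranks (0.0359), and ranged from 0.0164 to 0.167 with 1 replicate left out. The block changed no other list call. The trafficking list passed with fry (0.00503), and the naive list with DESeq2 (0.0336), no filter (0.0437), fry (0.00515) and ranks (0.0340). The sex-linked list turned from lower to higher on ranks (5.86e-06). The biogenesis list also lost its call with upper quartile factors (0.0504), DESeq2 (0.0503), library totals (0.0561) and ranks (0.0561), at medians of 0.23, 0.20, 0.28 and 0.21, and the mitochondrially encoded genes with upper quartile factors (0.0568) and library totals (0.0887), at medians of 0.73 and 0.78. For all of these the cause was not tested. Library totals as scaling shifted the median of all genes by 0.07.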

Other observations

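The tests of mixed sex and of wholly female libraries, of wild-type replicate 1, of GC content and length, of shared variation and of both explanations for other cells were chosen after the results were seen, and so were the marker sets of this part. These sets were picked once Il17a, Cpa3 and Pf4 had been seen to rise, and hold some genes near 0 in wild type that are tested only because KO libraries express them, so their counts describe and test nothing further. Of 13 tested genes of gamma-delta T cells that make IL-17, Il17a included, 11 rose, 0 fell and 2 did not pass by edgeR. Among the risers at low levels were Il22 (log2 2.43 ± 0.38, SE), Il17re (log2 2.33 ± 0.48) and Il17f (log2 1.83 ± 0.29). The scavenger receptor gene Cd163l1 rose from 0.929 ± 0.0849 to 2.35 ± 0.359 CPM, and the variable gene Tcrg-V4 from 1.74 ± 0.224 to 3.89 ± 0.361 CPM (mean ± SD, n = 3). Megakaryocyte genes that rose include Thbs1 (log2 2.48 ± 0.20), Vwf (log2 2.20 ± 0.19) and Itga2b, the platelet integrin (log2 0.90 ± 0.10). Of 10 mast cell and basophil genes 9 rose, including Gata2 (0.969 ± 0.193 to 4.01 ± 0.492 CPM) and Gfi1b (log2 2.98 ± 0.33), while Kit, the stem cell factor receptor, fell from 57.8 ± 3.94 to 24.6 ± 0.800 CPM.

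Near Dnm1l, the nearby gene Pkp2 (chromosome 16, 16213318 to 16272712) fell by 1.77 on the log2 scale, and Slc15a2, the largest fall, lies on the same chromosome. Flanking DNA of another strain could leave such changes close to an edited gene. Of 269 genes within 25 Mb of Dnm1l, 14 (5.20%) were called with at least a 2-fold change, against 4.49% of the other genes, an odds ratio of 1.17 (95% interval 0.626 to 2.01, Fisher's exact test p = 0.551). The interval reaches just past 2, so a doubling is not excluded, and no excess was detected. Strain variants were not tested.

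Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes as the genotypes, the genotype split itself: it called 7513, and the highest other split 0. For gene lists the genotype split called 20 and the highest other split 13, and 1 of the 10 splits gave as many. With 10 splits no share under 0.05 can be reached. Each of the other splits keeps a diluted contrast of the genotypes.

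The first pattern is Xist together with Y-linked RNA in each KO library. Wholly female KO libraries are argued against, since the lowest Y-linked gene stood at 54.3% of wild type. Silencing of the single X of male cells by Xist is argued against too: the median log2 change of X genes was -0.044 relative to autosomal genes (95% bootstrap interval -0.092 to -0.0027), above the limit of -0.1 set for such silencing. All 4 Y-linked genes lay lower in every KO library than in any wild-type library, as KO libraries made from cells of both sexes would give. X genes that escape inactivation went both ways: of 5 tested, Ddx3x (log2 0.44 ± 0.05), Eif2s3x (log2 0.30 ± 0.05) and Pbdc1 (log2 0.30 ± 0.06) rose, as female cells would give, while Kdm6a (log2 -0.29 ± 0.11) and Kdm5c (log2 -0.17 ± 0.05) fell. Cells of both sexes in the KO libraries therefore stay open. If they were there, sex makeup and genotype coincide, and a share of the 7191 called autosomal genes may come from sex, which nothing here separates.

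The second pattern is the lower hypoxia and glycolysis lists with higher Myc targets. Wild-type replicate 1 alone is argued against, with a hypoxia median of -0.78 without it, and so is a GC or length trend, with a median of -0.91 after the correction. A source of variation that also acts among wild-type libraries stays open: across genes, which are not independent replicates, KO minus wild-type replicate 2 correlated with wild-type replicate 1 minus 3 by -0.42, with no library in common. Replicate 1 differed from the other wild-type libraries by 0.27 in hypoxia genes, 0.093 in glycolysis genes and -0.25 in Myc targets (median log2), opposite in sign to the KO change from the same libraries (-0.78, -0.49 and 0.62 in that order) and least for glycolysis. Culture state, such as cell density or oxygen, may contribute, and an effect of genotype stays open beside it and beside sex.

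The third pattern is the rise of gamma-delta, mast cell and basophil, and platelet markers. A lower share of T cells would raise the markers of all other cells alike. The B cell markers argue against that, with an upper quartile of -0.034 on the log2 scale. Dendritic cell markers had a median of -0.064. T cell core genes (median -0.24) and NK cell markers (median 0.24) went the way a lower share would give. A lower share that raises other cells unequally was not tested. The lowest of the 4 tested mast cell and basophil markers was 1.97. Some of these 4 were near 0 in wild type and passed the filter through the KO libraries, so that value is high partly by selection. More gamma-delta T cells in the KO cultures would raise the 4 gamma-delta constant-region genes by a common factor; they rose 2.22-fold to 2.87-fold, with an SD of 0.16 on the log2 scale. More such cells and more RNA per cell cannot be told apart in bulk counts, so either may apply. Most of the mast cell, basophil and platelet genes were at a few CPM or less, and a small number of such cells in the KO cultures was not tested.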
